# RNA-Seq Analyses Reveal Roles of the HVCN1 Proton Channel in Cardiac pH Homeostasis

**DOI:** 10.3389/fcell.2022.860502

**Published:** 2022-03-16

**Authors:** Xin Wu, Yawei Li, Mark Maienschein-Cline, Leonid Feferman, Longjun Wu, Liang Hong

**Keywords:** HVCN1, RNA-seq, NOX, pH homeostasis, heart

## Abstract

The voltage-gated proton channel HVCN1 is a member of the voltage-gated ion channel family. HVCN1 channel controls acid extrusion and regulates pH homeostasis in various cell types. Recent evidence indicated that the HVCN1 channel was associated with cardiac function. To investigate the role of HVCN1 in cardiac myocytes, we performed an RNA sequencing analysis of murine hearts and showed that HVCN1 null hearts exhibited a differential transcriptome profile compared with wild-type hearts. The RNA-seq data indicating impaired pH homeostasis in HVCN1 null hearts were the downregulated NADPH oxidoreductases (NOXs) and decreased expression of Cl^−^/HCO_3_^−^ exchanger, indicating HVCN1 is a regulator of gene transcriptional networks controlling NOX signaling and CO_2_ homeostasis in the heart. Additionally, HVCN1 null hearts exhibited differential expression of cardiac ion channels, suggesting a potential role of HVCN1 in cardiac electrophysiological remodeling. The study highlights the importance of HVCN1 in cardiac function and may present a novel target associated with heart diseases.

## Introduction

The voltage-gated proton channel HVCN1 is a member of the voltage-gated ion channel family (Ramsey et al., 2006; Sasaki et al., 2006). It is composed of two subunits. Each subunit contains a proton-permeable voltage-sensing domain and lacks the pore domain typical of other voltage-gated ion channels. The HVCN1 proton channel is highly selective for H^+^ (Berger and Isacoff, 2011; Musset et al., 2011), and plays a crucial role in regulating pH homeostasis in various cell types (DeCoursey, 2013).

The HVCN1 channel extrudes protons during the respiratory burst of the NADPH oxidoreductases (NOXs) in phagocytes. It provides charge and pH compensation and controls the production of reactive oxygen species (ROS) and H_2_O_2_ by NOX (Seredenina et al., 2015). In the nervous system, HVCN1 is required for NOX-dependent ROS/H_2_O_2_ generation in brain microglia in the central nervous system (Wu et al., 2012; Peng et al., 2021). HVCN1 is a sperm flagellar regulator of intracellular pH and plays a crucial role in sperm capacitation (Lishko et al., 2010). It mediates H^+^ efflux at the pulmonary alveolar cell membrane and acidifies excessively alkaline airway surface liquid in the airway cells (Iovannisci et al., 2010). In addition, HVCN1 activity is required for acid extrusion to shape action potentials in snail neurons (Thomas and Meech, 1982), and contributes to efficient proton efflux in algal cells to sustain intracellular calcification in coccolithophores (Taylor et al., 2011). We previously developed guanidine derivatives as HVCN1 inhibitors (Hong et al., 2013; Hong et al., 2014; Zhao et al., 2021a; Zhao et al., 2021b). Pharmacologic inhibition of HVCN1 activity by these blockers has been reported to alter sperm motility (Matamoros-Volante and Trevino, 2020; Yeste et al., 2020), promote leukemic Jurkat T cell apoptosis (Asuaje et al., 2017), and inhibit breast cancer progression (Ventura et al., 2020).

Recently, accumulating evidence indicated that the HVCN1 channel was involved in cardiac function. A previous study reported that a voltage-activated proton current in human cardiac fibroblasts regulated intracellular pH and membrane potential (El Chemaly et al., 2006). Another study showed that the change of cardiac pH_i_ was voltage-sensitive (Yamamoto et al., 2005). Recent transcriptome analyses indicated that the voltage-gated proton channel HVCN1 mRNAs were expressed in the heart at high levels comparable to Cl^−^/HCO_3_^−^ exchangers (Brawand et al., 2011; Yu et al., 2014; Vairamani et al., 2017). These studies suggest a potential role of voltage-gated proton channel HVCN1 in cardiac pH homeostasis.

To explore the effects of HVCN1 gene deletion on cardiac function, we performed an RNA-profiling analysis of HVCN1 null and wild-type mouse hearts. The HVCN1^−/−^ hearts showed a significantly differential transcriptome profile. The deletion of HVCN1 altered the expression of cardiac NADPH oxidoreductases, bicarbonate transporter, and ion channels associated with the cardiac electrophysiological profile.

## Materials and Methods

### Animals

The experimental procedures in mice and the protocol used in this study were approved by the University of Illinois at Chicago (UIC) Animal Care Committee (ACC No. 19-178). All animal studies were performed according to approved guidelines for the use and care of live animals, and conformed with animal care policies and procedures of UIC. The HVCN1^−/−^ and wild-type (C57BL/6 background) mice were used in the study. Mice were housed in temperature- and humidity-controlled rooms with 12-h light-dark cycles in the animal care facility at the UIC. We studied male mice, similarly aged HVCN1^−/−^ mice (n = 4, 3 months old) and wild-type control mice (n = 4, 3 months old) were euthanized and heart samples were isolated for analysis.

### RNA-Seq Analysis

The RNA-seq analysis was performed as previously described (Hong et al., 2021). We first extracted RNA with Maxwell^®^ RSC simplyRNA Cells Kit (Promega AS1390) based on manufacturer’s instructions, using Maxwell^®^ RSC Instrument (Promega AS4500), and then RNA was quantified using Qubit 4.0 Fluorometer (Invitrogen) with the Qubit RNA HS Assay Kit (REF Q32855) analyzed for integrity using the Agilent 4200 TapeStation RNA ScreenTape assay (Agilent 5067–5576, 5067–5577). RNA samples were normalized to 250ng, and library prep was carried out using the universal Plus mRNA-Seq kit (NuGen 0520-A01) as written in the product manual (NuGen M01485 v5). In brief, RNA underwent poly-A selection, enzymatic fragmentation, and generation of double-stranded cDNA using a mixture of Oligo (dT) and random priming. The cDNA underwent end repair, ligation of dual-index adaptors, strand selection, and 15 cycles of PCR amplification. We determined the number of cycles by qPCR of a small aliquot of un-amplified libraries. All intermediate purification steps, and final library purification were carried out using Agencourt AMPure XP Beads (Beckman Coulter A63881). We measured purified library concentrations with the Qubit 1X dsDNA HS Assay Kit (Invitrogen Q33231), and fragment size distribution was confirmed using the D5000 ScreenTape assay (Agilent 5067–5588, 5067–5589), and libraries were pooled in equimolar amounts based on the Qubit concentration and TapeStation average size and run on MiniSeq for index balancing. The libraries were re-pooled with corrected inputs based on the % Reads Identified (PF) results from the MiniSeq run, and the new pool was purified with the Agencourt AMPure XP Beads (Beckman Coulter A63881). The final, purified pool was quantified by qPCR using the KAPA Library Quantification Kit and run on a NovaSeq6000 SP flow cell, 2 × 50 nt, one lane, at the University of Illinois Roy J. Carver Biotechnology Center High-Throughput Sequencing and Genotyping Unit. Raw reads were aligned to the reference genome hg38 using STAR (Dobin et al., 2013). ENSEMBL gene expression was quantified using FeatureCounts (Liao et al., 2014). Normalized and differential expression statistics were computed using edgeR (Robinson et al., 2010; McCarthy et al., 2012), and *p*-values were adjusted for multiple testing using the false discovery rate (FDR) correction of Benjamini and Hochberg. We performed unsupervised hierarchical clustering of all differentially expressed genes using the Euclidean distance and complete linkage method, and generated volcano plots using R. Up- and down-regulated genes were analyzed separately using the DAVID functional annotation tool and the Gene Ontology Biological Process (GO BP) database. Bar charts of the top 20 most significant upregulated and downregulated pathways, based on FDR-corrected *p*-value, were constructed with the ggplot2 R package. We constructed heatmaps for the cardiac conduction and calcium ion transport into cytosol pathways with the ComplexHeatmap R package.

### Quantitative Real-Time PCR (RT-PCR) Analysis

RT-PCR analysis was performed as previously described (Kim et al., 2014). Total RNA was isolated from hearts of adult wild-type or HVCN1^−/−^ mice using Trizol RNA extraction agent (Invitrogen) according to the manufacturer’s instructions. For the reverse transcription, total RNA was quantified using the Nanodrop spectrophotometer (Thermofisher Scientific). Synthesis of cDNA was carried out with SuperScript IV RNase Reverse transcriptase (Invitrogen) and primers with 2 μg of total RNA as template. Real-time PCR was performed on an Applied Biosystems (Thermofisher Scientific) to determine mRNA levels of differentially expressed genes according to the manufacturer’s recommended protocol using SYBR green assays. For each group, data were collected from three independent samples; three replicas were performed for each sample. The primer sequences used for SYBR green-based fluorescence were *GAPDH*: 5′-AGG​TCG​GTG​TGA​ACG​GAT​TTG-3′ and 5′-TGT​AGA​CCA​TGT​AGT​TGA​GGT​CA-3′; *NOX1*: 5′-TTC​CTC​ACT​GGC​TGG​GAT​AG-3′ and 5′-AGT​CCG​AGG​GCC​ACA​TAA​GA-3′; *NOX2*: 5′-TGG​CGA​TCT​CAG​CAA​AAG​GTG​G-3′ and 5′-GTA​CTG​TCC​CAC​CTC​CAT​CTT​G-3′; *NOX4*: 5′-TCT​GGA​AAA​CCT​TCC​TGC​TG-3′ and 5′-CCG​GCA​CAT​AGG​TAA​AAG​GA-3′; *SLC4A1*: 5′-CCG​TGA​ACT​CTT​CAT​TGC​TGC​C-3′ and 5′-ACC​AGG​AAC​AGC​AAG​CTC​ATG​C-3′; *SLC4A2*: 5′-GCA​CCT​CCA​TTC​TGT​TTG​CGG​T-3′ and 5′-GCT​CAC​GAA​CTT​CCA​ACA​CAG​C-3′; *SLC4A3*: 5′-GGT​GCT​GAT​TGC​CTT​CTC​CAG​T-3′ and 5′-GAC​AAC​GAA​GCC​AGA​GGA​GAA​G-3′; *SLC26A6*: 5′-TAC​CGT​GTG​GAC​AGT​AAC​CAG​G-3′ and 5′-CCT​GTA​CCA​AGC​TCC​GAG​ACA​T-3′.

### Data and Statistical Analysis

All data were presented as the mean ± SEM. The normality in each group was determined by the *Shapiro-Wilk test*, and *p > 0.05* was considered to indicate normally distributed. Homoscedasticity was determined by the *two-sample F test*. For equal variances between two groups, significance between means was determined by *Student’s t-test*. For unequal variances between groups, significance between means was determined by *Welch’s t-test. p < 0.05* was considered to indicate a statistically significant difference.

## Results

### RNA Sequencing Analysis Revealed a Differential Transcriptome Profile in HVCN1^−/−^ Mouse Hearts

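RNA was taken from the hearts of 4 male HVCN1 null and 4 male WT mice, each 3 months old, with 1 library per heart. The authors selected poly-A RNA, sequenced paired reads, aligned them with STAR and counted them on Ensembl genes with featureCounts. The deposited values are these counts per gene and heart, without normalization. Of the listed genes, 38872 (99.5%) were found by identifier, leaving the version aside, in the GENCODE annotation of the mouse genome GRCm38, from which symbols and positions were taken. Total counts ran from 25851255 to 36396297 in HVCN1 null hearts (median 34233028) and from 32595114 to 38874640 in WT hearts (median 34605999). The totals did not differ between the groups (two-sided exact permutation test, p = 0.486, n = 4 and 4). Mitochondrial genes took 23.7% to 29.5% of the counts in HVCN1 null hearts and 25.3% to 30.2% in WT hearts. The 10 genes with the most counts took 30.5% to 35.9% per heart. Counts were converted to CPM values with library sizes scaled by edgeR's TMM method. DEGs were called with edgeR's quasi-likelihood test on the 14796 genes kept by filterByExpr, at a Benjamini-Hochberg adjusted p under 0.05 and with no limit on the fold change. Log2 fold changes are HVCN1 null over WT, so a positive value is higher in HVCN1 null hearts. For single genes the difference in mean CPM was also tested by a two-sided exact permutation test over the 70 assignments of 8 hearts, whose smallest p is 0.029. In simulated counts for this comparison, run on 14626 genes, the quasi-likelihood test recovered 68.7% of the changed genes and 5.56% of its calls were false. It recovered 12.2% of the genes changed by 0.50 on the log2 scale and 64.0% of those changed by 1.00. Ranges over the alternatives come from 16 further fits, with 2 other scalings, 2 other filters and 4 other tests, and with each of the 8 hearts left out in turn. Intervals on counts cover counting error only.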

To explore the potential function of HVCN1 in the heart, we performed a transcriptomic analysis of wild-type (WT) and HVCN1^−/−^ mouse hearts. The HVCN1 null hearts exhibited a significantly different transcriptome profile compared with WT hearts (Figure 1 and Supplementary Table S1). 

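HVCN1 itself (Hvcn1, ENSMUSG00000064267, chromosome 5, 122206804 to 122242297 in GRCm38) gave 16 counts over the 4 HVCN1 null hearts and 318 over the 4 WT hearts. Its CPM was 0.180, 0.161, 0.0379 and 0.0851 in HVCN1 null hearts 1 to 4, and 2.58, 1.52, 2.59 and 2.28 in WT hearts 5 to 8. The group means were 0.116 ± 0.0665 and 2.24 ± 0.504 (SD, n = 4 each), a log2 fold change of -4.20 (standard error 0.38, edgeR quasi-likelihood adjusted p = 3.63e-04). Over the 14796 tested genes, genotype explained 28.1% of the variance of log2 CPM. No other of the 35 ways to split the 8 hearts into 4 and 4 explained as much (exact enumeration, p = 0.0286, the smallest p the 35 splits allow). With the 500 genes of largest variance the share was 36.0%, the setting that moved it most. With library sizes not scaled it was 26.9%, and another split then explained as much (exact enumeration, p = 0.0571). With 1 heart left out the share lay between 27.2% and 34.1%, and it stayed past an exact p of 0.05 in 4 of the 8 cases. Without HVCN1 null hearts 1, 3 or 4, or WT heart 5, the exact p was 0.114, 0.0571, 0.0571 and 0.0857. Supplementary Table S1 was held here in part, as its first 1999 entries. In 1292 of these the values equalled the deposited counts divided by the TMM-scaled library size to within 0.00085%, and the remaining 707 were blank and had 0 counts.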

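For the 169 DEGs, log2 CPM scaled per gene and clustered by Euclidean distance and complete linkage, the first branch held the 4 HVCN1 null hearts on one side and the 4 WT hearts on the other. These genes were chosen by their difference between the genotypes. Clustering of all 14796 tested genes by log2 CPM gave the same division. When those values were scaled per gene, HVCN1 null hearts 1 and 2 and WT heart 7 fell on one side and the remaining hearts on the other. In a principal component analysis of all tested genes, PC1 held 32.2% of the variance and PC2 26.1%. The groups overlapped on PC1, where HVCN1 null hearts lay between -34.9 and 4.01 and WT hearts between -19.2 and 40.7. On PC2 the HVCN1 null hearts lay between 2.44 and 29.3 and the WT hearts between -42.7 and 0.0707. With the 500 genes of largest variance PC1 held 44.2% and PC2 32.3%.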

Hierarchical clustering of differentially expressed genes (DEGs) in WT and HVCN1^−/−^ hearts showed two main clusters with samples of the same group clustered together (Figures 1A,B). A total of 206 DEGs were identified with 67 downregulated and 139 upregulated (Figure 1C). 

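Here 169 of the 14796 tested genes (1.14%) were DEGs, 110 of them higher and 59 lower in HVCN1 null hearts. At an unadjusted edgeR p under 0.05 there were 1625 genes, 808 higher and 817 lower. The 4 HVCN1 null values lay wholly above or below the 4 WT values for 165 of the DEGs. This held for 7.14% of all tested genes, where chance gives 2.9%. Among the 16 further fits DESeq2 moved the number most, to 466 DEGs, 168 of which were among the 169. Without WT heart 6 the number fell to 71, and over the 8 fits with 1 heart left out it lay between 71 and 152. Of the 169 DEGs, 129 were annotated as protein coding and 29 as pseudogenes, 17.2% of the DEGs against 3.10% of the other tested genes (Fisher's exact test, two-sided, p = 1.8e-13). The 20 processed pseudogenes among them were all higher in HVCN1 null hearts, and each matches a protein-coding gene at 95% or more of its bases over at least 80% of its length, so that their counts are uncertain. For 3 of the 20, Gm13394, Atp6v0c-ps2 and Gm8116, 1 HVCN1 null heart lay at the level of the WT hearts, and these lost the call in 7, 8 and 8 of the 15 alternatives that kept them.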

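The 10 DEGs with the largest log2 fold change and no overlap between the groups were all higher in HVCN1 null hearts. 4 of them had no count in any WT heart, and bounds were set from 3 counts over the WT group. H2-Ea-ps (ENSMUSG00000036322, chromosome 17, 34341959 to 34344645 in GRCm38), annotated as a polymorphic pseudogene and lying in the MHC region, was at least 509-fold higher at 10.9 ± 3.09 CPM (SD, n = 4). Mrap2 (ENSMUSG00000042761, chromosome 9, 87144306 to 87184045) was at least 120-fold higher at 2.57 ± 1.2 CPM. The processed pseudogenes Gm14513 (ENSMUSG00000080811, chromosome X, 11684002 to 11684124) and Gm5522 (ENSMUSG00000100212, chromosome 1, 10805281 to 10806522) were at least 164-fold and 22.1-fold higher. Gm10260 (ENSMUSG00000069117, chromosome 13, 97760072 to 97760632) had 13.9 ± 7.20 CPM against 0.0605 ± 0.0501 in WT hearts, a log2 fold change of 7.82 (standard error 0.53, edgeR quasi-likelihood adjusted p = 4.77e-05). H2-Q1 (ENSMUSG00000079507, chromosome 17, 35320405 to 35325099), with 5 counts over the WT hearts, had a log2 fold change of 6.28 (standard error 0.63, edgeR quasi-likelihood adjusted p = 7.77e-04). For Tchhl1, Gm11127, Hmga1b and Gm7993 the log2 fold changes were 6.23, 5.98, 5.95 and 5.26. Gm14513, Gm10260, Gm5522, Hmga1b and Gm7993 each match another tested gene at 95% or more over at least 80% of their length. H2-Q1 matches H2-Q2 at 93.3% over 57.8%, and Gm11127 matches Gm7030 at 97.9% over 67.9%. Reads could be split within these pairs, so the counts of these 7 genes are uncertain. All 10 kept their sign and their call with every heart left out in turn and under each scaling, filter and test tried that kept the gene.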

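GO terms were not analysed here, and gene lists written by hand were tested in their place with limma's camera test (inter-gene correlation 0.01, two-sided, adjusted over 16 lists). Of 12 C-C chemokine receptors and related receptors, 6 were tested and all 6 were lower in HVCN1 null hearts, with a median log2 difference of -1.09 (limma camera adjusted p = 4.7e-05). Ccr1 (ENSMUSG00000025804, chromosome 9, 123962124 to 123968692 in GRCm38) had 0.569 ± 0.168 CPM against 1.97 ± 0.704 in WT hearts (SD, n = 4 each), a log2 fold change of -1.78 (standard error 0.33, edgeR quasi-likelihood adjusted p = 0.0304). It lost the call with voom and in 6 of the 8 fits with 1 heart left out, where its edgeR adjusted p lay between 0.0176 and 0.102. Of the 19 tested genes of MHC class I antigen presentation, 9 were higher and 10 lower. Their median was -0.03 while their mean was 0.56, and limma's camera test placed them higher (limma camera adjusted p = 0.145). Only H2-Q1, H2-Q2 and H2-Q10 of the 19 were DEGs, all higher, and class I genes share sequence with one another, so their counts are uncertain. H2-Q10 lost the call in 7 of the 8 fits with 1 heart left out (adjusted p up to 0.112). Of 14 tested Z disc genes 12 were lower, with a median of -0.16 (limma camera adjusted p = 0.0192), and only Myot (ENSMUSG00000024471, chromosome 18, 44334074 to 44355724) was a DEG, with a log2 fold change of -1.46 (standard error 0.27, edgeR quasi-likelihood adjusted p = 0.0358), a call that was lost in 6 of the 8 fits with 1 heart left out (adjusted p up to 0.122). Of the 5 lists past 0.05 under camera, only the C-C chemokine receptors held under limma's fry test (adjusted p = 0.00832), and none held when the correlation between genes was estimated (adjusted p = 0.113 for these receptors). The median over all tested genes was -0.01.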

The major Gene Ontology (GO) categories identified by RNA sequencing and the most significantly modulated in the HVCN1^−/−^ mouse hearts included immunological activity, ion and receptor binding, metabolic process, and ion channel activity (Figures 1D,E).

**FIGURE 1:**
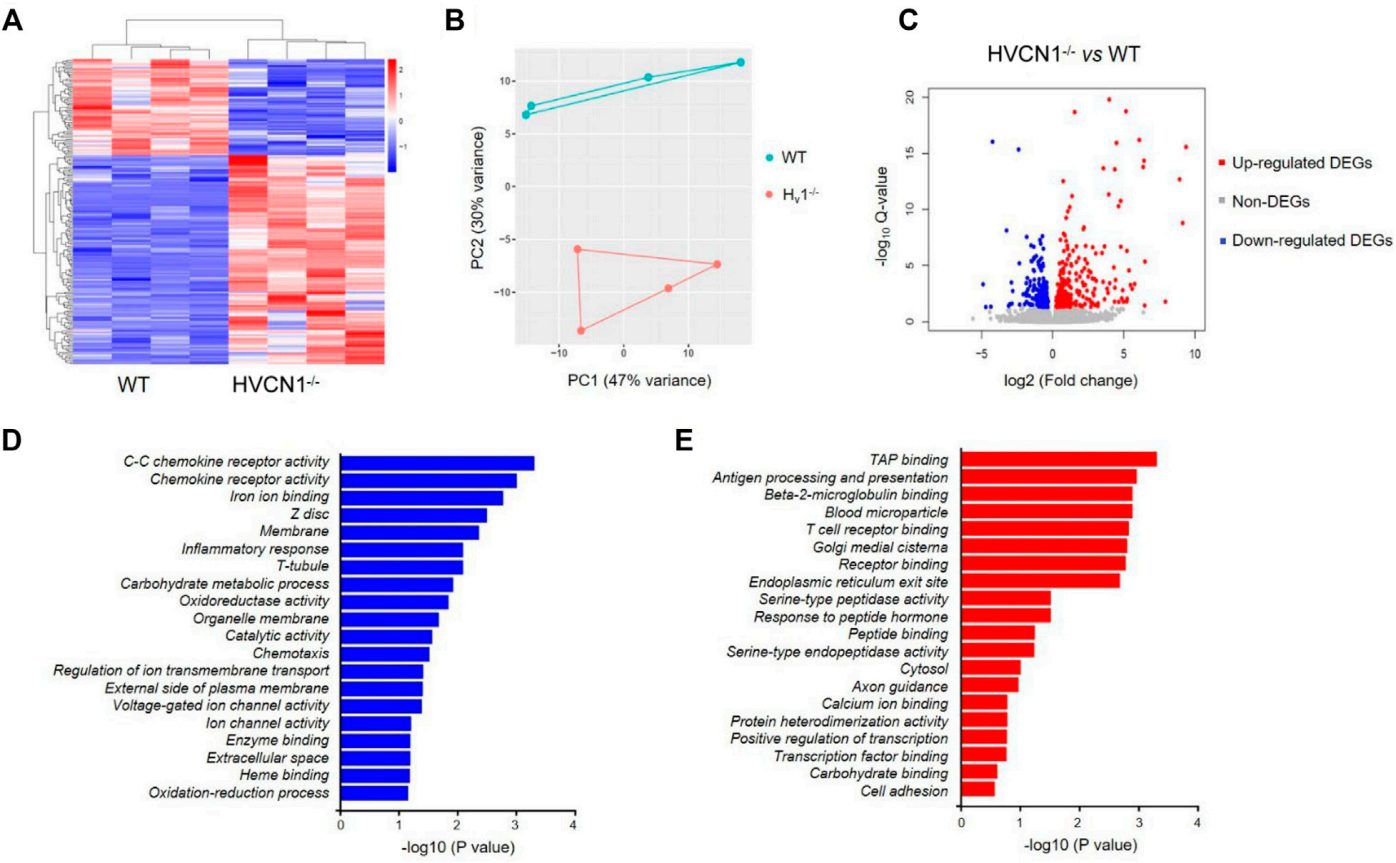
RNA sequencing analysis revealed a differential transcriptome profile in HVCN1^−/−^ mouse heart. **(A)** Heatmap and hierarchical clustering of DEGs in the wild-type and HVCN1^−/−^ hearts, n = 4 hearts for each group. **(B)** Principal component analysis of wild-type and HVCN1^−/−^ hearts. **(C)** The volcano plot has red points representing upregulated DEGs, blue representing downregulated DEGs, and gray points representing non-DEGs. **(D-E)** Gene Ontology enrichment analysis of top significant gene groups either downregulated **(D)** or upregulated **(E)**.

### Downregulation of the NOX Family of ROS-Generating NADPH Oxidases in HVCN1^−/−^ Hearts

It is noted that both oxidoreductase activity and oxidation-reduction process were downregulated in HVCN1 null hearts from the GO enrichment analysis of top significant gene groups (Figure 1D). 

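Members of families that transfer electrons were followed by 2 of the lists, which are not the GO terms. Of 12 genes of the NADPH oxidase family, 9 were tested, with a median log2 difference of 0.01, a mean of -0.03 and no DEG (limma camera adjusted p = 0.544). Here the median and the direction given by the test differed in sign. Of 120 cytochrome P450 genes, which carry heme iron, 22 were tested, 7 higher and 15 lower, with a median of -0.11 (limma camera adjusted p = 0.367). Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824 in GRCm38) was the only DEG among them. It fell from 3.79 ± 2.87 CPM in WT hearts to 0.131 ± 0.168 in HVCN1 null hearts (SD, n = 4 each), a log2 fold change of -4.98 (standard error 0.89, edgeR quasi-likelihood adjusted p = 0.0265). With limma's voom its adjusted p was 0.179, and over the alternatives it lay between 1.76e-05 and 0.179. Cyp26b1 (ENSMUSG00000063415, chromosome 6, 84571414 to 84593908) had 7.48 ± 4.40 CPM against 37.6 ± 19.1, and its edgeR quasi-likelihood adjusted p was 0.0857.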

The oxidoreductase utilizes NADP^+^ or NAD^+^ as cofactors to catalyze the transfer of electron between molecules, and HVCN1 provides charge and pH compensation during the NADPH oxidoreductases (NOXs) activation (Seredenina et al., 2015). Since HVCN1 was coupled with NOX activity, we determined the effects of HVCN1 deletion on the expression of NOX family. 

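In the NOX family, NOX2 (Cybb, ENSMUSG00000015340, chromosome X, 9435252 to 9487771 in GRCm38) had the highest CPM in WT hearts, at 10.1 ± 1.37 CPM (SD, n = 4), with 1413 counts over the group. NOX4 (Nox4, ENSMUSG00000030562, chromosome 7, 87246096 to 87398710) had 1.21 ± 0.297 CPM and 173 counts. NOX1 (Nox1, ENSMUSG00000031257, chromosome X, 134086421 to 134221956) had 0.195 ± 0.0806 CPM and 27 counts, between 1 and 10 per heart over all 8 hearts, and was not among the genes kept for the test. Nox3 (ENSMUSG00000023802, chromosome 17, 3635240 to 3696261) had no count in any heart. Duox1 (ENSMUSG00000033268, chromosome 2, 122315672 to 122347972) had 1.09 ± 0.301 CPM and Duox2 (ENSMUSG00000068452, chromosome 2, 122279247 to 122298449) 0.757 ± 0.168 CPM in WT hearts, close to the CPM of Nox4. CPM takes no account of transcript length, so these values do not rank the number of transcripts between genes.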

We detected three isoforms of the NOX family in the hearts, including *NOX1*, *NOX2*, and *NOX4* (Figure 2). 

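NOX1 had 10 counts over the 4 HVCN1 null hearts, 0.0809 ± 0.0527 CPM (SD, n = 4). The ratio of its counts, HVCN1 null over WT, was 0.392, with a 95% exact interval from counting error of 0.169 to 0.835. Between hearts, the difference in CPM had a two-sided exact permutation p of 0.0857. When every gene was tested without a filter on low counts, its edgeR quasi-likelihood adjusted p was 0.617. NOX2 had 8.10 ± 1.12 CPM in HVCN1 null hearts (n = 4), a log2 fold change of -0.32 (standard error 0.14, edgeR quasi-likelihood adjusted p = 0.421). Its groups overlapped by value (exact permutation p = 0.0571). Over the alternatives its log2 fold change lay between -0.40 and -0.21 and its adjusted p between 0.347 and 0.638. The 18 genes of a macrophage list, which does not hold Cybb, were all lower as well, with a median log2 difference of -0.31. NOX4 had 0.871 ± 0.558 CPM in HVCN1 null hearts (n = 4), a log2 fold change of -0.49 (standard error 0.40, edgeR quasi-likelihood adjusted p = 0.789), a difference smaller than the spread between hearts (exact permutation p = 0.314). Without HVCN1 null heart 1 the exact permutation p of NOX4 was 0.0286. Duox1, not shown in Figure 2, was higher in HVCN1 null hearts at 2.58 ± 2.03 CPM (exact permutation p = 0.114).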

The RNA-seq results showed that three isoforms were downregulated in HVCN1 null hearts (Figures 2A–C). RT-PCR confirmed changes in RNA-seq, and the mRNA expression levels of all three NOX isoforms were markedly reduced in the HVCN1^−/−^ hearts compared with the ones in the WT hearts (Figures 2D–F), indicating that deletion of HVCN1 was associated with gene expression of the NOX family.

**FIGURE 2:**
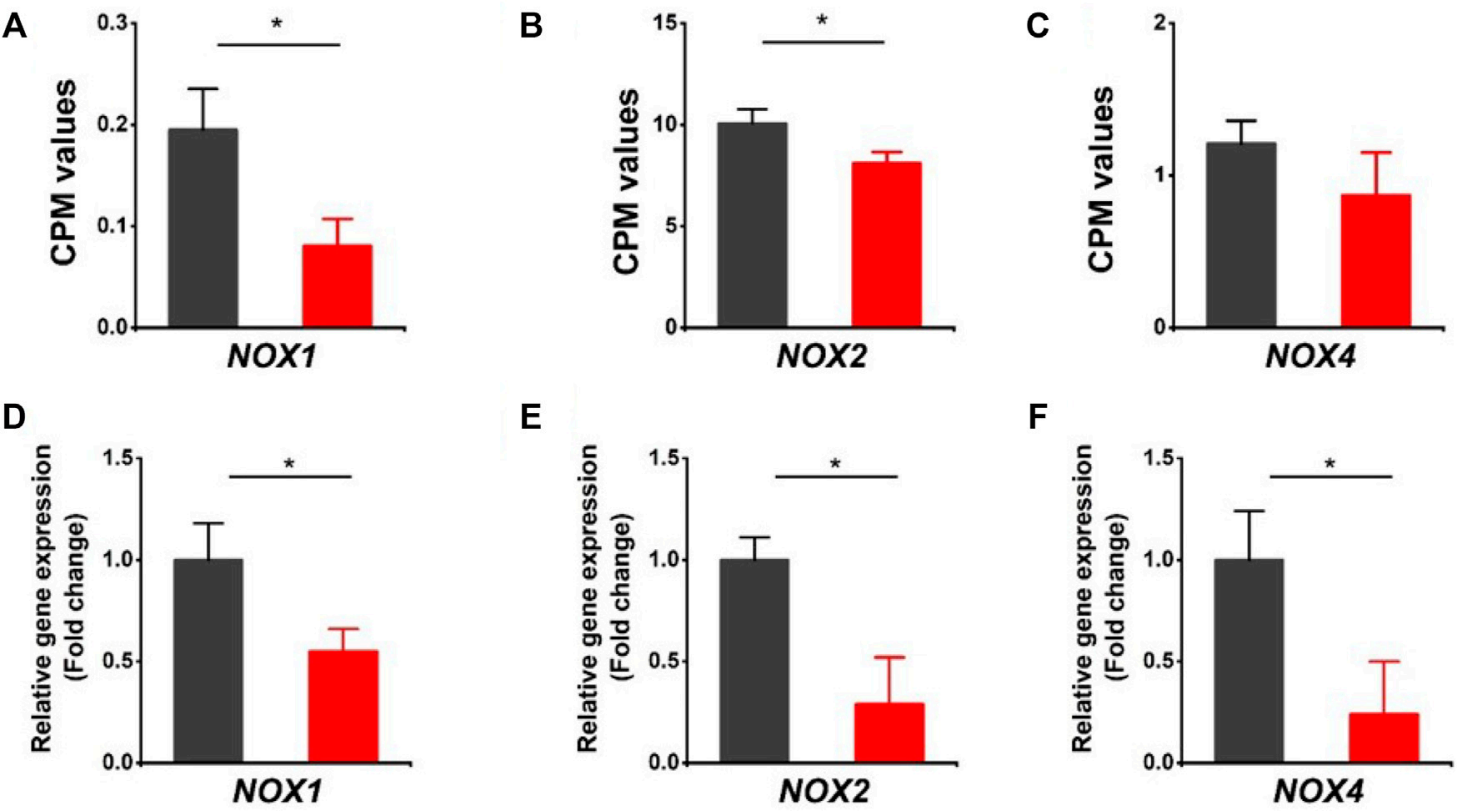
Downregulation of the NOX family of ROS-generating NADPH oxidases in HVCN1^−/−^ hearts. Comparing relative gene expression levels of *NOX1*, *NOX2*, and *NOX4* between WT (black) and HVCN1^−/−^ (red) detected by RNA-seq **(A-C)** and qPCR **(D-F)**. n = 4 independent experiments for RNA-seq; n = 3 independent experiments for qPCR; *p < 0.05.

### Differentially Expressed Genes Related to Cl^−^/HCO_3_^−^ Exchangers

The HVCN1 has been proposed to combine with HCO_3_^−^ exchangers in regulating transport-mediated CO_2_ disposal in the heart (Vairamani et al., 2017). We assessed the expression of bicarbonate transporters in the HVCN1 null hearts. The *SLC4A1* (encoding Anion Exchanger 1, AE1), *SLC4A2* (encoding Anion Exchanger 2, AE2), *SLC4A3* (encoding Anion Exchanger 3, AE3), and *SLC26A6* are the most abundant Cl^−^/HCO_3_^−^ exchangers expressed in hearts (Figures 3A–D). 

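AE3 (Slc4a3, ENSMUSG00000006576, chromosome 1, 75546266 to 75562172 in GRCm38) had 262 ± 25.1 CPM in WT hearts and 275 ± 19.4 in HVCN1 null hearts (SD, n = 4 each). AE2 (Slc4a2, ENSMUSG00000028962, chromosome 5, 24423837 to 24440950) had 35.2 ± 2.92 and 41.1 ± 2.67 CPM. For AE1 (Slc4a1, ENSMUSG00000006574, chromosome 11, 102348824 to 102366203) these were 12.0 ± 6.03 and 5.19 ± 4.72 CPM, with 20.96 CPM in WT heart 5. Slc26a6 (ENSMUSG00000023259, chromosome 9, 108853283 to 108913049) had 9.40 ± 1.21 and 7.73 ± 0.954 CPM. The other listed Cl-/HCO_3_- exchangers, Slc26a3, Slc26a4, Slc26a7 and Slc26a9, had mean CPM values between 0.0970 and 0.552 in WT hearts. The 6 tested members of this list had a median log2 difference of -0.23 (limma camera adjusted p = 0.544) and no DEG.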

The RNA-profiling and RT-PCR results showed HVCN1^−/−^ significantly downregulated *SLC26A6* (Figures 3D–H), but did not significantly affect the AE1 and AE3 (Figures 3A,C,E, G). 

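In the RNA-seq counts Slc26a6 was lower in HVCN1 null hearts, with a log2 fold change of -0.29 (standard error 0.14, edgeR quasi-likelihood adjusted p = 0.474). The groups overlapped, and the difference in CPM had a two-sided exact permutation p of 0.0857 (n = 4 and 4). Over the alternatives its log2 fold change lay between -0.36 and -0.22 and its adjusted p between 0.388 and 0.731. AE1 had a log2 fold change of -1.21 (standard error 0.53, edgeR quasi-likelihood adjusted p = 0.432), and its difference in CPM had an exact permutation p of 0.114. This value rested on HVCN1 null heart 4, and without it the log2 fold change was -2.08 and the adjusted p 0.0339, in a range over the alternatives from 0.0339 to 0.657. The log2 CPM of Slc4a1 followed the mean of 8 erythroid genes over the 8 hearts (Pearson's r = 0.973, permutation p = 2.48e-05, Spearman's rho = 1.00, permutation p = 4.96e-05). Without HVCN1 null hearts 1 and 2, the 2 hearts farthest from the median, r was 0.916 (exact permutation p = 0.00417). AE3 had a log2 fold change of 0.06 (standard error 0.10, edgeR quasi-likelihood adjusted p = 0.918) and an exact permutation p of 0.429.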

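AE2 was higher in each HVCN1 null heart (39.0 to 44.7 CPM) than in any WT heart (31.9 to 38.1 CPM). The difference in mean CPM was 5.91, or 16.8% of the WT mean (two-sided exact permutation p = 0.0286, n = 4 and 4, the smallest p the design allows). Adjusted over the list of 45 genes in Figures 2 to 6 alone, this p was 0.214, and with 4 and 4 hearts it could hardly fall under 0.05. Slc4a2 had a log2 fold change of 0.22 (standard error 0.09, edgeR quasi-likelihood adjusted p = 0.395). With any 1 of the HVCN1 null hearts or WT heart 6 left out the exact permutation p was 0.0571. Leaving out a heart brings no overlap at a fixed scaling, so this value can come from the coarse steps of the test alone.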

Although RNA-seq data indicated increased AE2 in HVCN1 null hearts (Figure 3B), the RT-PCR analysis showed no significant alterations of AE2 expression between groups (Figure 3F). These data suggested that HVCN1 might affect the expression of *SLC26A6* in the regulation of cardiac CO_2_ homeostasis.

**FIGURE 3:**
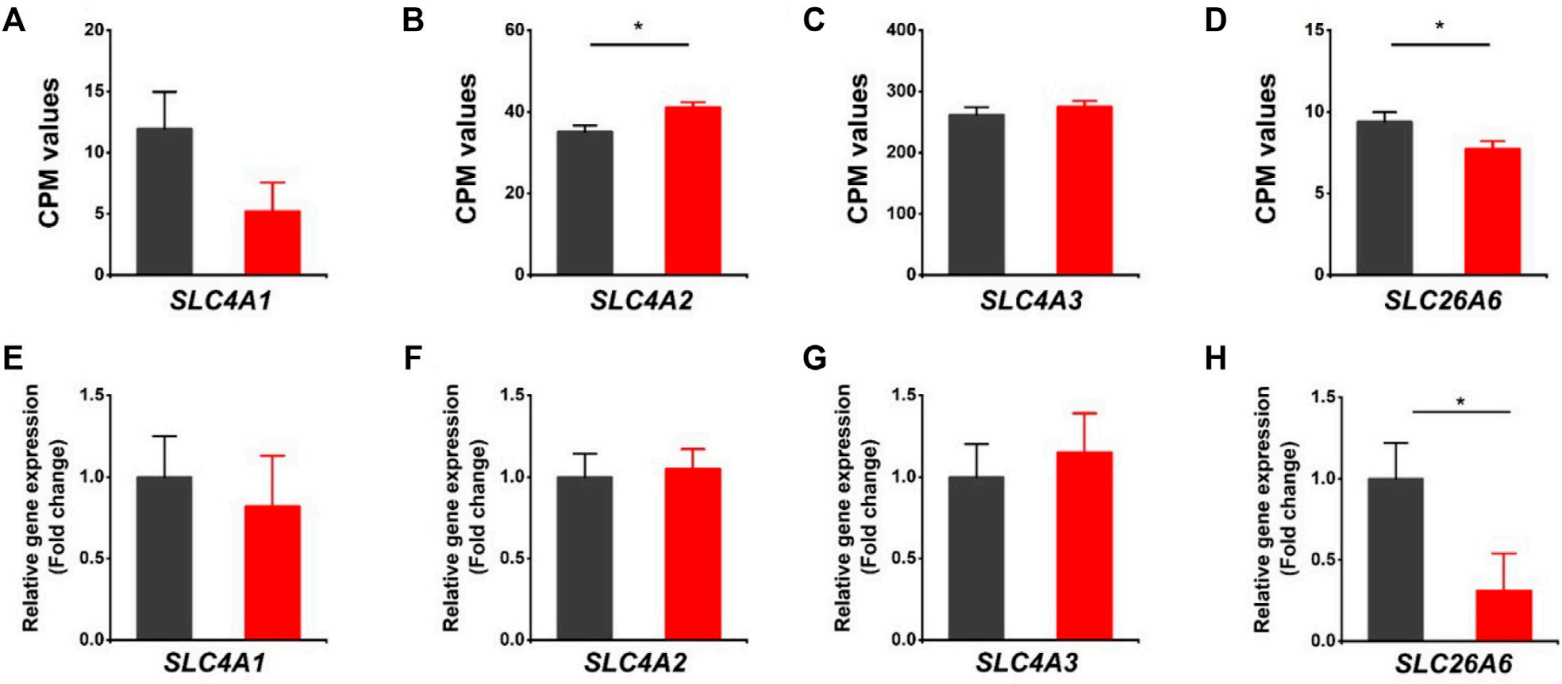
Differentially expressed genes related to Cl^−^/HCO3^-^ exchangers in HVCN1^−/−^ hearts. Comparing relative gene expression levels of *SLC4A1* (AE1), *SLC4A2* (AE2), *SLC4A3* (AE3), *SLC26A6* between WT (black) and HVCN1^−/−^ (red) detected by RNA-seq **(A-D)** and qPCR **(E-H)**. n = 4 independent experiments for RNA-seq; n = 3 independent experiments for qPCR; *p < 0.05.

### Differentially Expressed Genes Related to Other Proton Channels and Proton-Coupled Transporters/Antiporters

The effects of HVCN1 proton channel deletion on other proton channels/exchangers and proton-coupled transporters/antiporters were investigated. The sodium-hydrogen exchanger 1 (*NHE1*) has been reported to regulate intracellular pH in cardiomyocytes (Sundset et al., 2003). Our RNA-seq revealed that *NHE1* was upregulated in HVCN1 null hearts. The increased expression of *NHE1* might be a functional compensation for the H^+^ transport burden due to the deletion of the HVCN1 proton channel (Figure 4A). Additionally, proton pump (V-type proton ATPase, *ATP6V0A1*) and proton channel otopetrin 1 (*OTOP1*) were not altered in the HVCN1 null hearts (Figures 4B,C).

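Atp6v0a1 (ENSMUSG00000019302, chromosome 11, 101009452 to 101063719 in GRCm38) had 109 ± 5.68 CPM in HVCN1 null hearts and 112 ± 5.57 CPM in WT hearts (SD, n = 4 each), a difference smaller than the spread between hearts (two-sided exact permutation p = 0.457). It had a log2 fold change of -0.05 (standard error 0.08, edgeR quasi-likelihood adjusted p = 0.912). Otop1 (ENSMUSG00000051596, chromosome 5, 38275972 to 38304217) had 9 counts over the HVCN1 null hearts and 12 over the WT hearts, all 12 of them in WT heart 7. The ratio of these counts was 0.793, with a 95% exact interval of 0.295 to 2.05 that covers counting error only. A difference within this interval was not detectable at this depth. The direction of the Otop1 difference turned when log2 CPM was used in place of CPM, and with some single hearts left out.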

**FIGURE 4:**
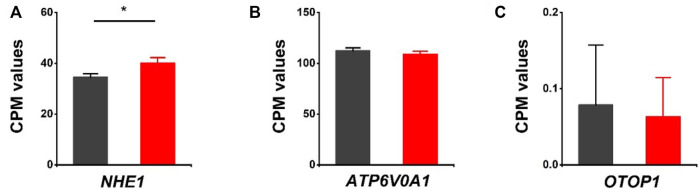
Differentially expressed genes related to other proton transporters/channels in HVCN1^−/−^ hearts. Comparing relative gene expression levels of proton transporters between WT (black) and HVCN1^−/−^ (red) including sodium-hydrogen exchanger 1 (*NHE1*) **(A)**, a1-subunit of the V_0_ domain of V-type proton ATPase (*ATP6V0A1*) **(B)**, and otopetrin proton channel 1 (*OTOP1*) **(C)**, n = 4 independent experiments for RNA-seq; *p < 0.05.

We further assessed the expression of acid-sensing ion channels (*ASIC1, ASIC2, ASIC3, ASIC4*), proton activated chloride channel (*TMEM206*), proton-coupled metal-ion transporters (*SLC11A1*, *SLC11A2*), proton-coupled amino acid transporters (*SLC36A1*, *SLC36A2*, *SLC36A4*), and proton/amine antiporters (*SLC18A1*, *SLC18A2*). 

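ASIC3 (Asic3, ENSMUSG00000038276, chromosome 5, 24413392 to 24417835 in GRCm38) had 60 counts over the 4 HVCN1 null hearts and 28 over the 4 WT hearts. Its CPM was 0.459 ± 0.113 and 0.198 ± 0.0291 (SD, n = 4 each), without overlap of the groups (two-sided exact permutation p = 0.0286, or 0.214 adjusted over the list alone). It had a log2 fold change of 1.17 (standard error 0.33, edgeR quasi-likelihood adjusted p = 0.163), and an edgeR adjusted p = 0.0496 when adjusted over the list alone. Without any 1 of the WT hearts the exact permutation p was 0.0571. As the groups stay apart at a fixed scaling, this value can come from the coarse steps of the test alone. For the other 11 genes of Figures 5A to L, the exact permutation p lay between 0.114 and 0.857. None of these 12 genes was a DEG by edgeR's quasi-likelihood test, and 2 had an unadjusted p under 0.05. Besides Asic3 this was SLC36A2 (Slc36a2, ENSMUSG00000020264, chromosome 11, 55158470 to 55185077), with 16.0 ± 4.32 CPM against 21.8 ± 4.21 and a log2 fold change of -0.45 (standard error 0.19, edgeR quasi-likelihood adjusted p = 0.409). Slc11a1 (ENSMUSG00000026177, chromosome 1, 74375195 to 74386062) had 4.60 ± 1.03 CPM against 5.61 ± 0.350 (exact permutation p = 0.114, or 0.0286 without HVCN1 null heart 1). Tmem206 had 4.51 ± 0.314 CPM against 4.99 ± 0.428, and Slc11a2 24.1 ± 1.98 against 23.4 ± 1.47. The CPM values of Slc36a1 were 15.7 ± 0.387 and 16.3 ± 1.23, and those of Slc36a4 9.91 ± 1.94 and 9.65 ± 1.17. Few reads fell on Asic2, with 17 and 8 counts over the HVCN1 null and WT hearts, on Asic4, with 3 and 4, and on Slc18a1, with 39 and 35, so these 3 genes were not tested by edgeR. Their 95% exact intervals for the ratio of counts were 0.919 to 6.02, 0.116 to 4.69 and 0.727 to 1.92, and smaller differences were not detectable. Asic1 (0.341 ± 0.395 and 0.385 ± 0.368 CPM) and Slc18a2 (0.613 ± 0.302 and 0.648 ± 0.330 CPM) varied more within the groups than between them. The direction of the difference changed with 1 heart left out for Asic1, Asic4, Slc11a2, Slc36a4, Slc18a1 and Slc18a2.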

Except for *ASIC3*, there were no notable changes in those genes associated with the HVCN1 deletion (Figures 5A–L). Moreover, the proton-dependent oligopeptide transporters showed differential expression linked with the HVCN1^−/−^. 

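SLC15A2 (Slc15a2, ENSMUSG00000022899, chromosome 16, 36750177 to 36784962 in GRCm38) had 4.03 ± 3.08 CPM in HVCN1 null hearts and 4.20 ± 3.93 in WT hearts (SD, n = 4 each), and its direction changed with 1 heart left out. Single hearts ran from 0.369 to 9.25 CPM (two-sided exact permutation p = 0.943). SLC15A3 (Slc15a3, ENSMUSG00000024737, chromosome 19, 10839727 to 10859362) had 4.91 ± 1.11 CPM against 6.47 ± 0.463 (exact permutation p = 0.0857, or 0.0286 without HVCN1 null heart 1). This was a log2 fold change of -0.40 (standard error 0.17, edgeR quasi-likelihood adjusted p = 0.40), and an edgeR adjusted p = 0.177 when adjusted over the list alone. The listed macrophage genes, which do not include Slc15a3, were lower as well. SLC15A4 (Slc15a4, ENSMUSG00000029416, chromosome 5, 127595664 to 127632897) had 13.99 ± 1.19 CPM against 9.71 ± 0.583, higher in every HVCN1 null heart than in any WT heart (exact permutation p = 0.0286). It had a log2 fold change of 0.52 (standard error 0.10, edgeR quasi-likelihood adjusted p = 0.0376), and an edgeR adjusted p = 0.0127 when adjusted over the list alone. It was the only gene of Figures 2 to 6 to pass 0.05 after adjustment over all tested genes. Leaving out any heart except HVCN1 null heart 2 took the adjusted p above 0.05, in a range from 0.0360 to 0.145, while the log2 fold change stayed between 0.47 and 0.57. Slc15a4 lies 5.39 Mb from Hvcn1.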

Although the expression of *SLC15A2* was not changed, the expression of *SLC15A3* was decreased, and *SLC15A4* was increased (Figures 5M–O), indicating a role of HVCN1 in differential regulation of proton-dependent oligopeptide transport.

**FIGURE 5:**
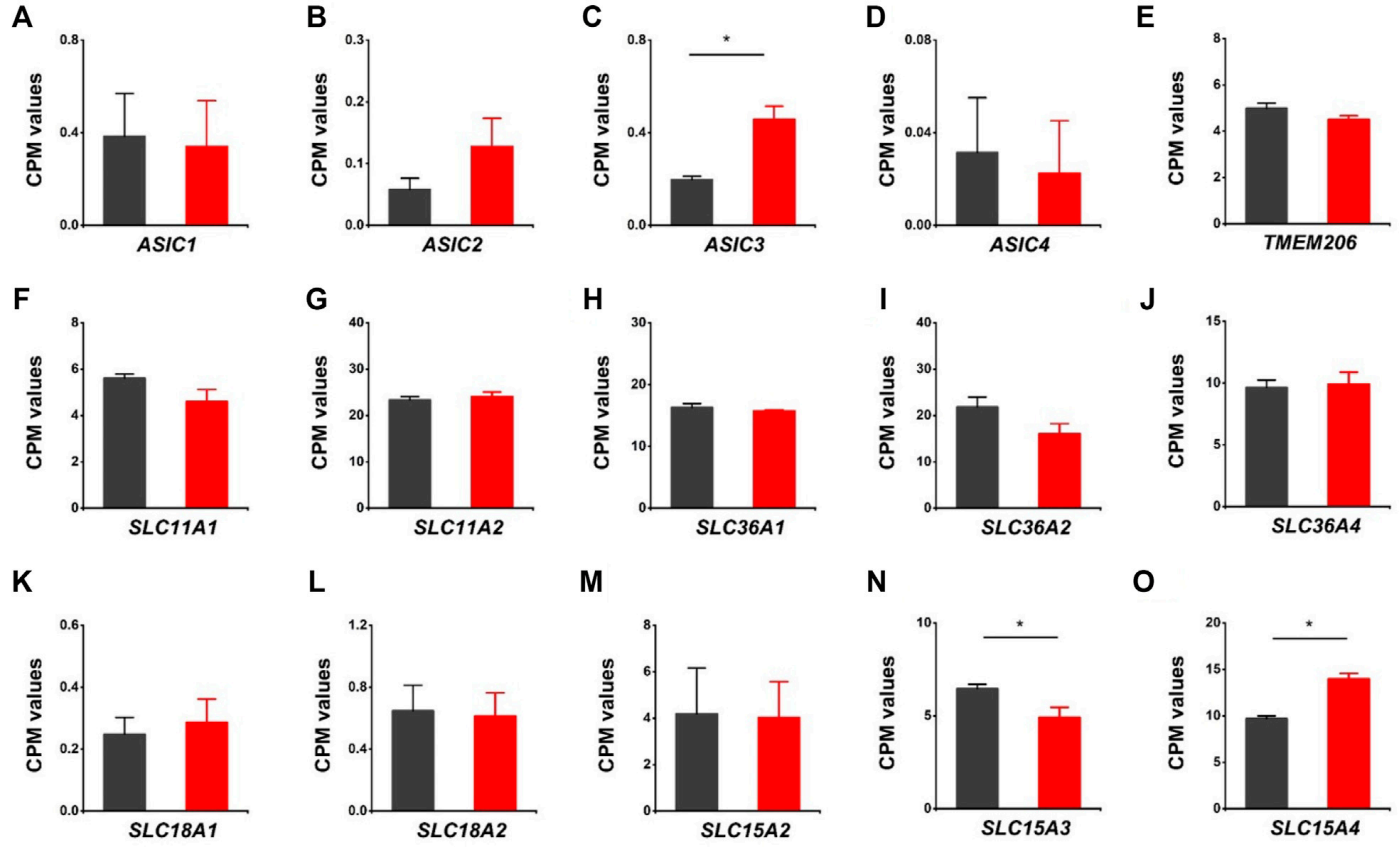
Differentially expressed genes related to proton-coupled channels/transporters/antiporters in HVCN1^−/−^ hearts. Comparing relative gene expression levels of proton-coupled transporters between WT (black) and HVCN1^−/−^ (red) including acid-sensing ion channels *ASIC1, ASIC2, ASIC3, ASIC4* **(A-D)**, proton activated chloride channel *TMEM206* **(E)**, proton-coupled metal-ion transporters *SLC11A1*, *SLC11A2* **(F-G)**, proton-coupled amino acid transporters *SLC36A1*, *SLC36A2*, *SLC36A4* **(H-J)**, proton/amine antiporters *SLC18A1*, *SLC18A2* **(K-L)**, and proton-dependent oligopeptide transporters *SLC15A2*, *SLC15A3*, *SLC15A4* **(M-O)**. n = 4 independent experiments for RNA-seq; *p < 0.05.

### Differentially Expressed Genes Related to Cardiac Ion Channels in HVCN1^−/−^ hearts

We evaluated the effects of HVCN1 deletion on the expression profiles of cardiac ion channels, including cardiac sodium channel alpha subunit (*SCN5A*), sodium channel beta subunits *SCN1B* and *SCN2B*, L-type and T-type calcium channels (*CACNA1C*, *CNCNA1G*), I_Ks_, I_Kr_, I_to_, I_K1_, I_Kur_ potassium channels (*KCNQ1, KCNH2, KCNE1, KCNE3, KCNE4, KCND2, KCND3, KCNA4, KCNJ2, KCNJ12, KCNA5*), I_f_ channels (*HCN2*, *HCN4*), and sarcoplasmic reticulum calcium handling proteins (*RYR2*, SERCA pump) (Figure 6). 

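CACNA1C (Cacna1c, ENSMUSG00000051331, chromosome 6, 118587240 to 119196418 in GRCm38) had 346 ± 32.2 CPM in HVCN1 null hearts and 284 ± 54.2 in WT hearts (SD, n = 4 each, two-sided exact permutation p = 0.0857). The edgeR quasi-likelihood test gave a log2 fold change of 0.28 (standard error 0.14, edgeR quasi-likelihood adjusted p = 0.540). KCNE3 (Kcne3, ENSMUSG00000035165, chromosome 7, 100176502 to 100184869) had 59 counts over the HVCN1 null hearts and 32 over the WT hearts, or 0.446 ± 0.104 CPM against 0.229 ± 0.0846 (exact permutation p = 0.0286). The edgeR quasi-likelihood test gave a log2 fold change of 0.94 (standard error 0.36, edgeR quasi-likelihood adjusted p = 0.359). With library sizes not scaled, or without any 1 of the WT hearts, its exact permutation p was 0.0571. KCNA5 (Kcna5, ENSMUSG00000045534, chromosome 6, 126532551 to 126535412) had 37.9 ± 5.45 CPM against 23.9 ± 4.00, without overlap (exact permutation p = 0.0286). The edgeR result was a log2 fold change of 0.66 (standard error 0.14, edgeR quasi-likelihood adjusted p = 0.0533), and an edgeR adjusted p = 0.0130 when adjusted over the list alone. Over the alternatives its adjusted p lay between 6.25e-04 and 0.155, and it passed 0.05 in 6 of the 16. Without any 1 of the WT hearts its exact permutation p was 0.0571. HCN2 (Hcn2, ENSMUSG00000020331, chromosome 10, 79716634 to 79736108) had 49.9 ± 4.01 CPM against 37.7 ± 4.95, without overlap (exact permutation p = 0.0286). It had a log2 fold change of 0.40 (standard error 0.11, edgeR quasi-likelihood adjusted p = 0.137), and an edgeR adjusted p = 0.0469 when adjusted over the list alone. With DESeq2 its adjusted p was 0.0188, in a range over the alternatives from 0.0188 to 0.304. Without HVCN1 null heart 3 or 4, or WT heart 7 or 8, its exact permutation p was 0.0571. Leaving out a heart at a fixed scaling brings no overlap for KCNE3, KCNA5 or HCN2. Their values of 0.0571 without a heart can thus come from the coarse steps of the test alone. The SERCA pump gene Atp2a2 (ENSMUSG00000029467, chromosome 5, 122453513 to 122502225), which lies 0.253 Mb from Hvcn1, had 10017 ± 923 CPM against 11598 ± 1290, and the groups overlapped (exact permutation p = 0.0857). Atp2a2 had a log2 fold change of -0.22 (standard error 0.12, edgeR quasi-likelihood adjusted p = 0.607).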

The knockout hearts exhibited upregulation of L-type calcium channel *CACNA1C*, potassium channel beta subunit *KCNE3*, I_Kur_ potassium channel *KCNA5*, I_f_ channel *HCN2* (Figures 6D,I, P, Q), and downregulation of SERCA pump *ATPA2* (Figure 6T). The data supported that HVCN1 was involved in the regulation of cardiac electrophysiology, and HVCN1 deletion potentially remodeled action potential profiles in cardiomyocytes.

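For 14 of the genes of Figure 6 not marked there the two-sided exact permutation p lay between 0.114 and 0.914 and the edgeR quasi-likelihood adjusted p between 0.485 and 0.987, with none at an unadjusted edgeR p under 0.05. Their log2 fold changes ran from -0.50 for Hcn4 (ENSMUSG00000032338, chromosome 9, 58823412 to 58863175 in GRCm38) to 0.77 for Scn2b (ENSMUSG00000070304, chromosome 9, 45117782 to 45130070). The sign for Cacna1g, Kcne4 and Kcna4 changed with 1 heart left out. The exact permutation p reached 0.0286 for Scn2b without HVCN1 null heart 4, for Hcn4 without HVCN1 null heart 2 and for Ryr2 without WT heart 5. As a list, the 20 genes had a median log2 difference of 0.11 (limma camera adjusted p = 0.145), 13 higher and 7 lower. Over the panels of Figures 2 to 6, 12 of the genes that carry a mark of significance in the RNA-seq plots were followed, and all 12 differed here in the direction shown. Of these, 6 had an exact permutation p of 0.0286, the smallest that 4 and 4 hearts allow, so an adjustment of these p-values over the list could hardly pass 0.05 and decides nothing. By edgeR's quasi-likelihood test 11 of the 12 were tested, 8 had an unadjusted p under 0.05, 4 passed adjusted over the list alone and 1 passed over all genes. The list was chosen by the study on these same hearts, so the count adjusted over the list alone is not independent evidence. With 1 heart left out, between 2 and 8 of the 45 genes reached an exact permutation p under 0.05, and without WT heart 6, 7 or 8 the number was 2. For genes without overlap of the groups, a p above 0.05 without a heart can come from the coarse steps of the test alone. From the higher CACNA1C, KCNE3, KCNA5 and HCN2 and the lower SERCA pump, the paper reads involvement of HVCN1 in the regulation of cardiac electrophysiology, for which its discussion claims limited support, and it proposes that the deletion potentially remodels action potential profiles.

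**Figure D1:**
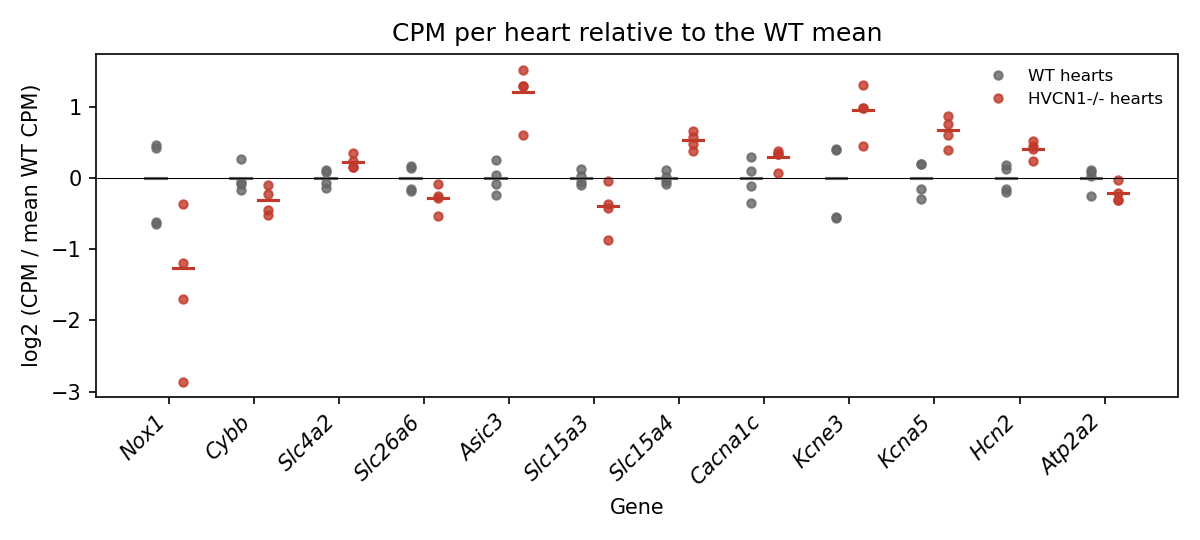
CPM per heart of 12 genes marked in Figures 2 to 6, as log2 of the CPM over the mean WT CPM of the gene, with WT hearts in grey, HVCN1 null hearts in red, and a line at each group mean (n = 4 hearts each). The HVCN1 null hearts lie wholly above the WT hearts for 6 genes (Slc4a2, Asic3, Slc15a4, Kcne3, Kcna5 and Hcn2) and overlap them for the remaining 6.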

**FIGURE 6:**
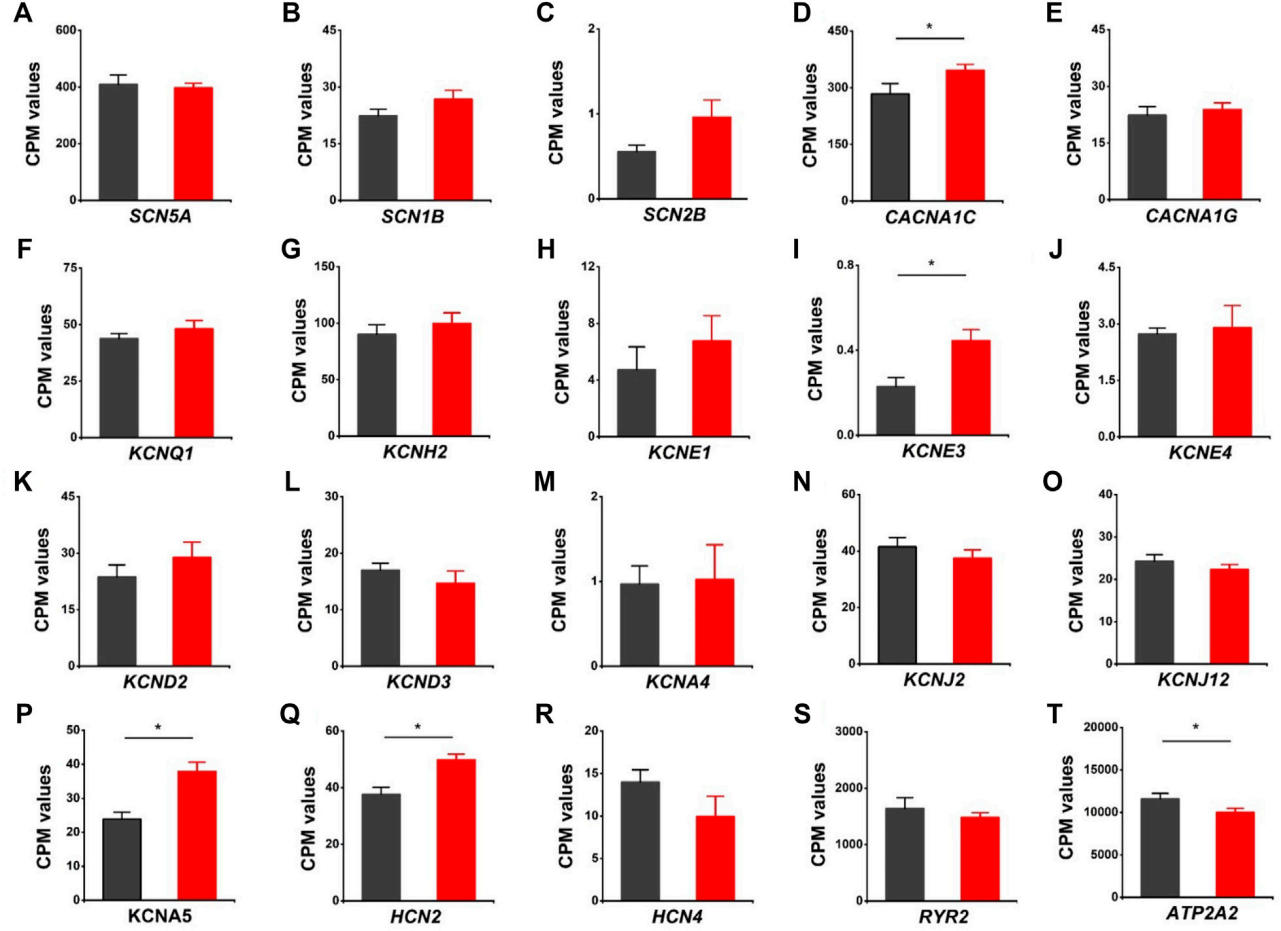
Differentially expressed genes related to cardiac ion channels in HVCN1^−/−^ hearts. Comparing relative gene expression levels of cardiac ion channels between WT (black) and HVCN1^−/−^ (red) including cardiac sodium channel *SCN5A* **(A)**, sodium channel beta subunits *SCN1B* and *SCN2B* **(B-C),** cardiac L-type calcium channel *CACNA1C* **(D)**, T-type calcium channel *CACNA1G* **(E)**, cardiac potassium channels *KCNQ1* **(F)**, *KCNH2* **(G)**, potassium channel beta subunits *KCNE1* **,** *KCNE3* **,** *KCNE4* **(H-J),** I_to_ channels *KNCD2*, *KCND3*, *KCNA4* **(K-M)**, I_K1_ channels *KCNJ2*, *KCNJ12* **(N-O)**, I_kur_ channel *KCNA5* **(P)**, I_f_ channels *HCN2*, *HCN4* **(Q-R)**, and cardiac ryanodine receptor *RYR2* **(S)** and SERCA pump *ATPA2* **(T)**. n = 4 independent experiments for RNA-seq; *p < 0.05.

## Discussion

The present study suggested that HVCN1 regulated gene transcriptional networks controlling NOX signaling and CO_2_ homeostasis in the heart. The RNA-profiling data indicating impaired pH homeostasis in the HVCN1^−/−^ hearts were the downregulated NADPH oxidoreductases (NOXs), decreased expression of Cl^−^/HCO_3_^−^ exchanger *SLC26A6*, and differential expression of cardiac ion transporters/channels.

HVCN1 channel regulates NOX-mediated respiratory burst to control the production of ROS/H_2_O_2_ in the cells. The NOX family has seven members, including NOX1, NOX2, NOX3, NOX4, NOX5, Duox1, and Duox2 (Bedard et al., 2015). During the respiratory burst, NOX uses NADPH as an electron donor and molecular oxygen as an electron acceptor to produce O_2_^−^. This activity leaves excess proton (H^+^) in the cytoplasm. Proton extrusion by the HVCN1 channel compensates for the electrogenic activity of NOX and limits the inhibition of the enzyme induced by cytoplasmic acidification, thus favoring the efficient generation of ROS/H_2_O_2_ from O_2_ (Seredenina et al., 2015).

Three isoforms, including NOX1, NOX2, and NOX4, were detected in mouse hearts. We showed that HVCN1 deletion significantly influenced the expression of the NOX family, and mRNA expression levels of all NOX isoforms were reduced in the HVCN1^−/−^ hearts. The downregulated NOXs likely generate disturbance in the production of H_2_O_2_. The NOX-medicated ROS signaling pathways regulate heart diseases’ physiological or pathophysiological processes (Pena et al., 2020; Zhang et al., 2020). It was reported that NOX2 activity was associated with angiotensin II-induced myocyte hypertrophy (Hingtgen et al., 2006), and NOX1 mediated myocyte death under stress situations (Matsuno et al., 2012). Moreover, high-level expression of NOX4 was shown to play essential roles in hypoxia and heart failure (Kuroda et al., 2010; Zhang et al., 2010). Our results suggested a potential role of the HVCN1 channel in heart diseases, such as hypertrophy and heart failure associated with NOX-medicated ROS signaling pathways. In pathophysiological conditions, inflammation and excessive stress cause cardiac dysfunction. As compensation, myocyte cells generate more ROS to activate cellular signaling pathways to counteract the abnormal stress and stimulation. In the long run, the activation of these pathways leads to myocardial hypertrophy *via* H_2_O_2_ (Zafari et al., 1998), which is the primary ROS regulated by HVCN1.

The HVCN1 channel was implicated in HCO_3_^−^ transport in lung epithelium and regulated airway surface liquid pH (Fischer, 2012). Studies reported that HCO_3_^−^ and HCO_3_^−^-handling proteins played essential roles in regulating cardiac function (Wang et al., 2014). Recent transcriptome analyses indicated that the voltage-gated proton channel HVCN1 mRNAs were expressed in the heart at high levels comparable to those of Cl^−^/HCO_3_^−^ exchangers (Brawand et al., 2011; Yu et al., 2014; Vairamani et al., 2017), and Cl^−^/HCO_3_^−^ exchanger AE3 was proposed to combine with HVCN1-mediated H^+^ currents to generate transport-mediated CO_2_ disposal in the heart (Vairamani et al., 2017). The present study revealed that HVCN1^−/−^ significantly downregulated *SLC26A6* but did not influence the expression of AE3. We speculate that HVCN1 could alter the expression of *SLC26A6* regulating cardiac CO_2_ homeostasis (Figure 7).

**FIGURE 7:**
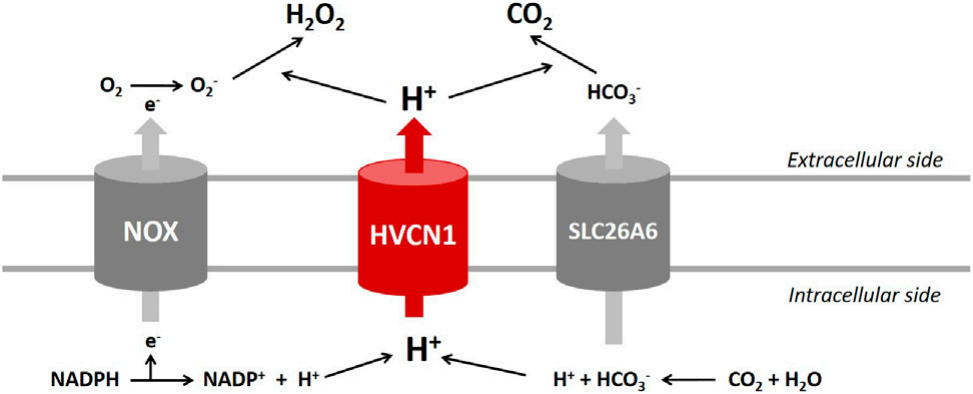
Proposed roles of HVCN1 in regulating pH homeostasis in the heart. Proton (H^+^) extrusion by the HVCN1 channel compensates for the electrogenic activity of NOX and regulates the efficient generation of H_2_O_2_. In addition, HVCN1-mediated H^+^ current is associated with transport-mediated CO_2_ disposal. Except for HVCN1 functional regulation of pH homeostasis, the present study revealed that HVCN1 regulated the genetic expression of *NOXs* and *SLC26A6* in the heart.

Additionally, the RNA-seq results provided limited support that HVCN1 was involved in modulating cardiac electrophysiology. The HVCN1 knockout hearts exhibited differential expression of cardiac ion channels, including upregulated L-type calcium channel, I_Kur_, HCN2, and downregulated SERCA pump. These results indicated that HVCN1 was associated with the electrophysiological remodeling in cardiomyocytes, and HVCN1 might regulate cardiac ion channels function like other channel partners (Hong et al., 2020; Wu and Hong, 2021). Previous studies reported that deficits of the HVCN1 channel by the gene deletion or pharmacological block produced intracellular acidification (low pH_i_) in a variety of cell types (Cherny and DeCoursey, 1999; Wu et al., 2012; Asuaje et al., 2017). The deletion of HVCN1 likely also alters the intracellular pH in myocytes. It was known that cellular pH was an essential modulator of cardiac function, and low pH_i_ regulated many cardiac ion channel functions (Vaughan-Jones et al., 2009). The low pH_i_ reduced transient outward K^+^ currents (I_to_) current amplitude (Saegusa et al., 2013), stimulated L-type calcium channel (I_Ca,L_) gating process (Saegusa et al., 2011), and weakened rectification of the cardiac K_ATP_ channel (Baukrowitz et al., 1999). Through effects on the Ca^2+^ and K^+^ conductance pathways, low pH_i_ modified action potential (AP) profiles and induced cardiac arrhythmias. Moreover, the low pH_i_-induced Ca^2+^-overload could result in mitochondrial dysfunction and defects in contractility, accounting for cardiac hypertrophy and heart failure (Duchen et al., 2008). However, the effects of HVCN1-mediated pH homeostasis on the cardiac ion channel function remain unclear. Studies in the field will help explore the role of HVCN1 in cardiac electrophysiology.

In summary, the present study highlights the importance of HVCN1 in cardiac function and may present a novel target associated with heart diseases. The RNA-seq data indicated that HVCN1 was involved in cardiac pH homeostasis (Figure 7) and showed that HVCN1 regulated gene transcriptional networks controlling NOX signaling and CO_2_ homeostasis, suggesting a potential role of the HVCN1 channel in heart failure and cardiomyopathy, which are associated with abnormal expression of NOX and bicarbonate transporters. Additionally, HVCN1 dysfunction caused intracellular acidification in various cells. As the cellular pH has a crucial influence on cardiac contractility and rhythm, the pH disturbances causing reversible contractile dysfunction are linked with cardiac arrhythmias. Future functional studies on the effects of HVCN1 on cardiac electrophysiology are required to address these uncertainties.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO, GSE195945.

How the deposited data were processed for this re-analysis (not part of the article)

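RNA from the hearts of 4 male HVCN1 null mice and 4 male WT mice, 3 months old, was sequenced with 1 library per heart. According to the paper, the authors selected poly-A RNA, sequenced 2 × 50 paired reads, aligned them with STAR and counted reads on genes with featureCounts. The deposited values are the authors' raw counts per gene and heart, without normalization. The paper's text names the genome as that of another species, while the gene identifiers in the deposited counts are mouse Ensembl identifiers, so positions were taken from GENCODE M21 on GRCm38, to which 38872 genes matched by identifier without its version. The paper names edgeR and the Benjamini-Hochberg adjustment for DEGs, and its text does not name the edgeR test, the filter on low counts or the threshold. RT-PCR values and GO annotation were not used here.

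From the counts, CPM values and log2 CPM values (prior count 2) were computed with edgeR 4.0.16 in R 4.3.3, with library sizes scaled by the TMM method. Genes were kept by filterByExpr with its defaults, which left 14796 genes. DEGs were called by edgeR's quasi-likelihood test, with a Benjamini-Hochberg adjusted p under 0.05 and no limit on the fold change. The genes reported one by one are those the paper names in its results and Figures 2 to 6, Hvcn1, the genes of the lists where a list is reported, and the 10 DEGs with the largest absolute log2 fold change whose groups did not overlap. The other DEGs named singly were chosen after their values were seen. A few genes are not reported here, though gene lists and totals over all genes include them. Differences in mean CPM were tested by two-sided exact permutation over the 70 assignments of 8 hearts, for which the smallest p is 0.029, and were adjusted over the 45 genes of Figures 2 to 6. The share of variance explained by genotype was tested over the 35 splits of 8 hearts into 4 and 4.

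Gene lists were tested with camera of limma 3.58.1 (inter-gene correlation 0.01), adjusted over 16 lists: the NADPH oxidase family, Cl-/HCO_3_- exchangers, C-C chemokine receptors, MHC class I antigen presentation, cytochrome P450, Z disc, the cardiac ion channels of Figure 6, erythroid, macrophage, T cell, B cell, atrial, adipocyte, immediate early, clock and sex genes. Nnt was examined on its own. Symbols were matched as given in the annotation, so Tmem206 stands for Pacc1 and Arntl for Bmal1, and Ahsp of the erythroid list was not matched. DEGs near Hvcn1 (within 20 Mb) and DEGs per chromosome were tested by Fisher's exact test, two-sided. Near-identical copies were found with BLAST+ 2.17.0, and tables and the plot were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

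The tests were checked on simulated counts with known changes, drawn for these genes, means and library sizes. Of 198 changed genes among 14626, edgeR's quasi-likelihood test made 144 calls, 136 of them true. The false share was 5.56% for it, 13.0% for edgeR's exact and likelihood ratio tests, 13.5% for DESeq2 1.42.0 and 5.04% for limma's voom. Total counts ran from 25851255 to 38874640 per heart.

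The main settings, the lists and the following alternatives were set before the data were examined: RLE scaling or library sizes not scaled, no filter or a CPM above 1 in at least 4 hearts, edgeR's exact and likelihood ratio tests, DESeq2 and voom, an adjusted p under 0.01, an absolute log2 fold change of at least 1, each heart left out in turn, the 500 genes of largest variance, a prior count of 0.5, log2 CPM in place of CPM, camera with an estimated correlation, fry, and windows of 10 and 50 Mb. An atrial score as a covariate, in 2 forms, and 18 combinations of edgeR's exact test with filters and thresholds were added after seeing the data. No paired analysis was possible because the groups share no replicate numbers. No batch is given by the labels or the paper.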

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

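The test of reads shared with parent genes was chosen only after the result was seen, and those of blood, of the Hvcn1 region and of neighbouring DEGs were written after the counts of the genes in Figures 2 to 6 had been looked at.

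In 6 of 110 groups of 4 hearts, 1 heart lay far from the others, with a gap to the nearest over the group's range above Dixon's 95% critical value for 4 samples. Chance gives about 5.5 such groups. For Slc4a1 this was WT heart 5, at 20.96 CPM against 8.07 to 9.572 in the other WT hearts (gap over range 0.883). Otop1 had 0.3145 CPM in WT heart 7 and 0 in the other WT hearts (1.0), and Asic4 had 0.0902 CPM in HVCN1 null heart 1 and 0 in the other HVCN1 null hearts (1.0), from 3 counts. HVCN1 null heart 3, the smallest library, was the highest for Kcne1 at 12.12 CPM against 4.678 to 5.381 (0.905), for Gm11127 at 6.4 against 2.353 to 2.555 (0.950) and for Hmga1b at 26.01 against 10.49 to 12.56 (0.867). The hearts of a group share genotype, sex and age, so the design gives no biological explanation for a single heart, and none was tested. For the genes other than Slc4a1 no technical explanation was tested either.

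Slc4a1 followed the erythroid list over the 8 hearts (Pearson's r = 0.973), and WT heart 5 also had the highest erythroid score. Blood left in the hearts is a candidate explanation for this heart and for the lower Slc4a1 in HVCN1 null hearts. The erythroid score itself differed by -1.16 between the groups (two-sided exact permutation p = 0.2, n = 4 and 4). Genotype stays open as an untested explanation.

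Several DEGs outside those the paper discusses stood far from WT. Nos1 had a log2 fold change of -3.22 and lies 4.35 Mb from Hvcn1. Flanking sequence from another strain could explain this, and the excess of DEGs within 20 Mb of Hvcn1 had an odds ratio of 1.46 (Fisher's exact test, p = 0.347). Flanking sequence and an effect of the deletion cannot be told apart for Nos1, because both go with the genotype in all 8 hearts.

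H2-Ea-ps and Mrap2 had no count in any WT heart and fitted log2 fold changes of 11.5 and 9.45, which depend on the prior count and are not bounds. Kcnj14 had a log2 fold change of 4.88, with 42.6 CPM against 1.47. A strain background that differs between the groups may contribute, but the 71 DEGs with another DEG within 1 Mb do not test it, since other splits of the same hearts reached up to 62 such genes among as many top genes. No variant was examined, and genotype stays open as an explanation.

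The 20 processed pseudogenes among the DEGs were all higher in HVCN1 null hearts, and each matches a parent gene at 95% or more. The rise was missing in 1 HVCN1 null heart for 3 of them: Gm13394 had 0.284 CPM in HVCN1 null heart 4 against 194 to 378 in the others, Atp6v0c-ps2 0.312 in heart 4 against 11.5 to 31.4, and Gm8116 0.35 in heart 2 against 4.15 to 10.4. Reads of the parent counted on the copy could give the higher counts. The number of copies whose parent fell by at least 0.5 of the gain was 6, among 7 pairs in which the gain was at least 10% of the parent's CPM. This was the test of reads of a near-identical parent gene counted on the copy. In the pair of these 7 with the largest gain, Gm15459 gained 170 CPM and Hspa8 lost 141 CPM, though Hspa8 itself differed at an exact permutation p of 0.143 (n = 4 and 4). The exception was Gm5522, whose parent Kcnj14 was higher. The level of the parent alone did not give the counts of Gm13394. Its parent Gapdh had 1700 to 2660 CPM in HVCN1 null hearts and 2000 to 2780 CPM in WT hearts. The share of reads placed on this copy thus differed between hearts. Counting of parent reads on the copies and a difference in sequence between hearts do not exclude each other. Their parts cannot be told without the reads, and the spread of the parents between hearts adds to this.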

How the results depend on the processing

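The fits with an atrial score as a covariate and the combinations of edgeR's exact test with other filters and thresholds were chosen only after the results were seen.

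Under the alternatives, 1085 of 1204 log2 fold changes of 76 named genes kept their direction and their side of the threshold, 62 lost the call, 29 gained it and 28 changed direction. None of the 24 genes called DEGs changed direction, and 317 of their 379 values kept the call. For the differences in CPM of 43 genes in Figures 2 to 6, 374 of 430 kept both, 22 lost and 7 gained an exact permutation p under 0.05, and 27 changed direction. The genes that lost it had no overlap of the groups. Without a heart, the coarse steps of the test alone can give such a loss. For the gene lists, 196 of 223 values kept both, 18 lost and 5 gained the threshold, and 4 changed direction.

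Of 169 DEGs, 110 higher and 59 lower, the number became 367 (209 higher, 158 lower) with edgeR's exact test, 376 (212, 164) with its likelihood ratio test and 466 (280, 186) with DESeq2. In the simulated counts these 3 tests made more false calls. An adjusted p under 0.01 left 56 (45, 11) and an absolute log2 fold change of at least 1 left 109, 29 of them lower, as stricter thresholds must. With the remaining scalings, filters and voom it stayed between 130 and 219. Of the genes called with RLE scaling, without scaling and with no filter, 165, 139 and 160 were among the 169.

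Without 1 heart the number of DEGs lay between 71 and 152, with 53 to 101 higher and 18 to 53 lower. It was 99, 103, 92, 71 and 104 without HVCN1 null heart 1 or 3, or WT heart 5, 6 or 8. Fewer hearts lower the power, and beyond that the cause was not tested.

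With edgeR's exact test and the main filter, an absolute log2 fold change of at least 1.5 left 33 lower, an adjusted p under 0.01 left 91 lower, and both together left 106 DEGs, 28 lower. With no filter there were 348 (214, 134), with 39 lower at a limit of 1.5, and 28 lower at 1.5 and an adjusted p under 0.01. With the stricter filter there were 311 (167, 144). With that filter a limit of 1 left 70 higher, and a limit of 1.5 left 70 (49, 21). At an adjusted p under 0.01 these limits left 106, 66 higher, and 68 (48, 20).

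The share of variance explained by genotype fell to 26.9% with library sizes not scaled (exact p = 0.0571), and the cause was not tested. Without 1 heart it lay between 27.2% and 34.1%. The odds ratio of DEGs near Hvcn1 was 0.914 to 1.56 without 1 heart, below 1 only without HVCN1 null heart 4, and 2.07 and 1.12 with windows of 10 and 50 Mb. The number of chromosomes with an excess of DEGs was 2, rose to 3 with edgeR's exact and likelihood ratio tests, and fell to 1 with RLE scaling, no filter, voom, an adjusted p under 0.01 or a fold change limit, to 0 with library sizes not scaled, and was 0 to 2 without 1 heart. The cause was not tested.

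The C-C chemokine receptors (median -1.09) lost the threshold when the correlation between genes was estimated (limma camera adjusted p = 0.113). Over the alternatives their median ran from -1.26 to -0.378, and with 1 heart left out from -1.19 to -0.946. The Z disc genes (median -0.161) lost it under both an estimated correlation (0.769) and fry (0.409). Without 1 heart the Z disc median was -0.202 to -0.0837, the median of MHC class I -0.0842 to 0.0392, of the ion channels of Figure 6 0.0589 to 0.209, of T cell genes -0.165 to 0.446 and of B cell genes -0.42 to 0.534. The Z disc genes lost the threshold in 4 of these 8 fits (limma camera adjusted p up to 0.208). The erythroid and clock genes lost it in 3 and 2 of them. MHC class I gained it without WT heart 5 or 7 (limma camera adjusted p = 0.0272 and 0.0322). The ion channels of Figure 6 gained it without WT heart 7 (0.0456). Without 1 heart, the number of genes in Figures 2 to 6 with an exact permutation p under 0.05 was 2 to 8. The coarse steps of the test with fewer hearts can lower this number. The cause was not tested.

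With library sizes not scaled the log2 fold change of Nr1d1 was 6.56e-04, and with voom that of Kcna4 was -0.0611. With the atrial score as a covariate they were -0.00441 for Cacna1g and -0.0840 for Kcna4, and with the score of all listed atrial genes -0.143 for Kcna4. On the log2 scale the difference in CPM was 0.0677 for Otop1 and -0.0887 for Kcna4. The cause was not tested.

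Without 1 heart, the log2 fold change ran from -1.21 to 0.669 for Asic1, -0.0201 to 0.0759 for Slc11a2, -0.0698 to 0.145 for Slc36a4, -0.426 to 0.301 for Slc18a2, -0.534 to 0.673 for Slc15a2, -0.037 to 0.183 for Cacna1g, -0.229 to 0.242 for Kcne4, -0.649 to 0.383 for Kcna4, -0.089 to 0.0377 for B2m, -0.11 to 0.0447 for Nr1d1 and -0.0369 to 0.163 for Nnt. The difference in CPM ran from -0.0658 to 0.0627 for Otop1, -0.198 to 0.132 for Asic1, -0.0314 to 0.0142 for Asic4, -0.214 to 1.33 for Slc11a2, -0.416 to 1.07 for Slc36a4, -0.0267 to 0.094 for Slc18a1, -0.162 to 0.115 for Slc18a2, -1.36 to 1.51 for Slc15a2, -0.545 to 3.18 for Cacna1g, -0.39 to 0.51 for Kcne4 and -0.349 to 0.235 for Kcna4. The cause was not tested.

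Depth limits the genes with few counts. Nox1, Otop1, Asic2, Asic4 and Slc18a1 were not kept for edgeR's test, and Asic3 and Kcne3 had 60 and 59 counts over the HVCN1 null hearts. DESeq2 gave no adjusted p for 9 genes. The stricter filter gave values for 64 of the 76 named genes.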

Differences from the paper's values

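The fits with the atrial score and the 18 combinations of edgeR's exact test were chosen only after the results were seen.

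With the main settings, no value differed from the paper's both by more than 1.5 times and by more than the spread between hearts. The paper's values for Figures 2 to 6 were read by eye from the plots once the values here were known, so this is not an independent check. The paper's 206 DEGs, 139 higher and 67 lower, stand beside 169, 110 higher and 59 lower. Of the alternatives set before the data were examined, RLE scaling (174), library sizes not scaled (150), no filter (219) and voom (147) lay within 1.5 times the paper's total, as did the fits without HVCN1 null heart 2 or 4 (152 and 151). The stricter filter (130), edgeR's exact test (367), its likelihood ratio test (376), DESeq2 (466), an adjusted p under 0.01 (56), a fold change limit (109) and the fits without the remaining hearts did not.

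The paper's total of 206 was reached by the fit with the atrial score as a covariate, which was chosen after seeing the values. It called 125 higher and 81 lower. Its other form, with all listed atrial genes, called 226. Of the 18 combinations of edgeR's exact test, which were also chosen after seeing the values, the one with no filter and an absolute log2 fold change of at least 1 gave 210 (140 higher, 70 lower), and the one with filterByExpr and the same limit gave 183, with 67 lower. None of these is known to be the paper's setting. Figure 1C plots the negative log10 of the q-value up to about 20, while the smallest adjusted p here was 5.27e-07 by the quasi-likelihood test, 6.74e-06 by voom, 1.31e-115 by the exact test, 8.31e-116 by the likelihood ratio test and 1.48e-132 by DESeq2.

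For 12 of the genes that the paper marks as different in the RNA-seq plots of Figures 2 to 6, all 12 differed in the paper's direction here, but 6 did not reach an exact permutation p under 0.05: Nox1, Cybb, Slc26a6, Slc15a3, Cacna1c and Atp2a2. The paper's Methods name Student's or Welch's t-test, which was not run here, so the choice of test may contribute. For the NOX isoforms and SLC26A6 the paper also reports a decrease by RT-PCR. Slc15a3 reached 0.0286 without HVCN1 null heart 1. By edgeR's quasi-likelihood test only Slc15a4 was a DEG. The log2 fold change of Kcna5 passed with RLE scaling (edgeR adjusted p = 0.0467), no filter (0.0229), the exact test (0.00163), the likelihood ratio test (0.00158), DESeq2 (6.25e-04) and without HVCN1 null heart 4 (0.0347), over a range of 6.25e-04 to 0.155. Hcn2 was called with DESeq2 (adjusted p = 0.0188, range 0.0188 to 0.304). None of the 16 further fits called Cybb, Slc26a6, Slc15a3, Cacna1c, Atp2a2, Slc4a2, Asic3 or Kcne3. The lowest adjusted p among these was 0.104, for Asic3. Nox1 was not kept for the main fit, and with no filter its edgeR quasi-likelihood adjusted p was 0.617. The paper describes Nox4 as lower, and here its difference was within the spread between hearts except without HVCN1 null heart 1.

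The paper reports lower oxidoreductase activity from GO terms. The lists used here, which are not those terms, had medians of 0.01 for the NADPH oxidase family (limma camera adjusted p = 0.544) and -0.11 for cytochrome P450 (limma camera adjusted p = 0.367).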

Other observations

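The tests of a mislabelled heart, of uneven atrial content, of genes of 1 family and of other splits for neighbouring DEGs were chosen only after the results were seen. Those of GC content and gene length, of library size and of other splits for gene lists, chromosomes and the share of variance were written when the DEGs and list results had been seen, but before they were run. The rest were written after the counts of the genes in Figures 2 to 6 and of Adgre1 had been looked at.

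Of the 35 splits of the 8 hearts, 1, the genotypes, gave as many as 169 DEGs, and the median of the others was 0. The same 1 split explained the largest share of variance. These argue against a random division of hearts. Thinning all libraries to the smallest left 161 DEGs, 105 higher and 56 lower, 147 of them among the 169, which argues against library size. The highest Hvcn1 CPM in an HVCN1 null heart was 0.180, which argues against a mislabelled heart.

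The hearts differed in atrial genes within both groups. Myl7 had 17.02, 636, 607 and 33.7 CPM in HVCN1 null hearts 1 to 4 and 578, 0.621, 1175 and 0.167 CPM in WT hearts 5 to 8. Bmp10 was high in HVCN1 null heart 2 (421 CPM) and WT heart 7 (569 CPM). Unequal atrial tissue in the samples may explain this spread between hearts. It did not explain the difference between the genotypes, since 206 DEGs were called with the atrial score as a covariate, 152 of them among the 169, and 226 with the score of all listed atrial genes. The split of hearts by atrial score gave 106 DEGs. Of the 18 splits with 2 hearts of higher score in each group, only the genotypes gave DEGs. For Kcna5 and Hcn2 more atrial tissue was argued against, as the log2 fold change of Kcna5 with that covariate was 0.66. Of the 5 listed atrial genes 4 were tested, with a median of log2 differences of 2.33 and a direction up by limma's camera test (adjusted p = 0.367), while edgeR's log2 fold changes of all 4 were lower. Adipocyte genes showed the same contrast, with a median of 0.91 (limma camera adjusted p = 0.441) and lower edgeR log2 fold changes for all 4. With 1 heart left out the atrial median ran from 0.443 to 4.22 (limma camera adjusted p 0.0456 to 0.914). The adipocyte median then ran from 0.0222 to 2.19 (limma camera adjusted p 0.0115 to 0.965). Each list passed 0.05 in 1 of these fits.

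The 18 macrophage genes were all lower in HVCN1 null hearts (median -0.31, limma camera adjusted p = 3.24e-06). A correction for GC content and gene length left the median at -0.336, which argues against such a bias. Of the 35 splits 5 gave as small a camera p, so a random division of hearts remains possible. Cybb and Slc15a3 were lower too. Fewer macrophages may explain this, with a list median of -0.314, and the score of the list differed at an exact permutation p of 0.0571 (n = 4 and 4). Fewer macrophages and lower expression per cell cannot be told apart for Cybb and Slc15a3, because whole hearts were sequenced. The C-C chemokine receptors kept a median of -1.05 after the same correction, and 1 of the 35 splits, the genotypes, gave as small a camera p.

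The erythroid genes were lower (median -1.25, limma camera adjusted p = 0.0165), and 12 of the 35 splits gave as small a p. For the Z disc genes this held for 10 splits. The clock genes were higher (median 0.27, limma camera adjusted p = 0.0165), 4 splits gave as small a p, and Per1 was the DEG among them. Per1 lost the call in 4 of the 8 fits with 1 heart left out (edgeR adjusted p up to 0.0776). Another time of day at dissection could shift clock genes, and the signed clock score was 1.23 in HVCN1 null and 0.314 in WT hearts (exact permutation p = 0.0571, n = 4 and 4). Time of day and genotype cannot be told apart here, because no time is given for any heart. T cell genes had a median of 0.23 (limma camera adjusted p = 0.544), B cell genes -0.04 (0.924), immediate early genes 0.18 (0.313) and sex genes -0.09 (0.544).

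Within 20 Mb of Hvcn1 7 of 430 tested genes (1.63%) were DEGs, against 161 of 14350 (1.12%) elsewhere, Hvcn1 itself left out. They included Nos1, Ift81, Diablo, Slc15a4 and Pilra. The odds ratio was 1.46 (Fisher's exact test, p = 0.347), too few DEGs to decide. Chromosome 17 held 19 DEGs of 720 tested genes (odds ratio 2.53, Fisher's exact test, adjusted p = 0.016), and 2 of the 35 splits had as many top genes there. Chromosome 7 held 24 of 1129 (odds ratio 2.04, Fisher's exact test, adjusted p = 0.0314), and 1 split, the genotypes, had as many. The excess on chromosome 7 lost the threshold with RLE scaling, library sizes not scaled, no filter, DESeq2, an adjusted p under 0.01 and a fold change limit, and without HVCN1 null heart 3 (adjusted p = 0.247) or any 1 of the WT hearts (0.0758 to 0.272). The excess on chromosome 17 lost it with library sizes not scaled, voom and without any 1 of the WT hearts (0.0758 to 0.268). Between 33 and 37 Mb on chromosome 17 there were 13 DEGs, 12 higher and 1 lower.

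Of the 169 DEGs, 71 had another DEG within 1 Mb. Random draws of as many tested genes gave a median of 39 and at most 70 (permutation p = 1e-04, the smallest that 10000 draws can give), and 1 of the 35 splits, the genotypes, had as many. The next splits reached 62, 62, 61 and 60 among as many top genes, so clusters well above the random median arose without the genotypes too. Transcripts of nearby genes were then aligned, at 90% or more over at least 50 bases. Of the 71 DEGs, 69 had a neighbour without such an alignment, against at most 62 in the other splits, which goes against genes of 1 family that share reads. When nearby genes that align were taken as 1 gene in every split, 56 of 156 had a neighbour, and 4 of the 35 splits, the genotypes included, had as many, so the excess over other splits was lost. Shared reads and other reasons for the clusters cannot be told apart, because these 2 counts point in different directions. Another strain background is a candidate explanation for the clusters too, but the number of 71 is the pattern itself and does not test it. A background that goes with the genotype in all 8 hearts and an effect of the deletion cannot be told apart here. For Gm13394, Atp6v0c-ps2 and Gm8116, 1 HVCN1 null heart lay at the level of the WT hearts. For these genes neither the deletion alone nor such a background follows the counts of all 8 hearts. A difference at Nnt, by which some C57BL/6 lines are told apart, was argued against, as the log2 fold change of Nnt was 0.0488 (edgeR adjusted p = 0.960). The sequence of the hearts was not examined.

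H2-Q1, H2-Q2 and H2-Q10 were higher. For a general rise of antigen presentation, B2m, Tap1, Tap2 and Tapbp were examined, and their median log2 fold change was -0.0572. The single values were -0.0356, -0.276, -0.0788 and 0.0778, none of them a DEG, and B2m changed sign in 3 fits with 1 heart left out. These 4 genes showed no shared rise. A small general rise cannot be excluded from 4 genes that go in both directions.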
